A study of Mus musculus with 78 samples. Its data were reported in "ZNF143 is a transcriptional regulator of nuclear-encoded mitochondrial genes that acts independently of looping and CTCF" (2025).

How the data were processed

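The study used E14TG2a mouse embryonic stem cells in which the transcription factor ZFP143 carried an FKBP degron, so that 500 nM of the degrader dTAG-V1 removed the protein, and DMSO was the control. The series holds transient transcriptome sequencing (TT-seq, RNA labelled with 2 mM 4-thiouridine for 10 min), RNA-seq over a depletion time course, RNA-seq before and after retinoic acid (RA), ChIP-seq peak lists of ZFP143 and CTCF, and circular chromosome conformation capture (4C) from 7 viewpoints. It also holds Hi-C libraries and ATAC-seq libraries of gastruloids, an embryo model, which were not analysed here. In the RA experiment cells were kept for 24 h in DMSO or dTAG, washed, and then given 1 µM RA for 24 h in the same condition, so the depleted RA libraries had been depleted for 48 h. RA was given in a differentiation medium that replaced the stem cell medium. No library had that medium without RA, so each RA effect below holds both RA and the change of medium. The RA effect in dTAG also holds longer depletion, since it sets 48 h against 24 h.

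The 3 count tables deposited by the authors hold raw read counts per gene, mapped with STAR to mm10 and counted on GENCODE vM25, for TT-seq after removal of duplicates and split by strand with htseq-count, for both RNA-seq tables by the counting mode of STAR. The 4C file deposited by the authors holds RPM, read counts scaled to the counted reads of a library, for each restriction fragment, in a map of 5972054 fragments. The ZFP143 peak list of the authors carries the fold enrichment over input, a ratio, and the −log10 of the q value from MACS2, and the CTCF list gives positions alone. The authors gave 1 list per factor, with the CTCF peaks of DMSO and dTAG cells pooled, so neither list has replicates and no difference in binding between conditions was analysed here. Signal tracks were not analysed here.

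Each count table held 55401 genes, of which 55141 were found in a GENCODE vM21 annotation of the same genome build when the version of the identifier was ignored and 54349 with the version. Symbols, positions and gene types come from that annotation, and genes without a match were tested but not named. No pair of libraries held identical values. Where genes overlap, reads counted without regard to strand cannot be assigned with certainty, and TT-seq values of a gene and its antisense partner rest on the authors' split by strand.

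Counts were analysed with edgeR 4.0.16 and limma 3.58.1 in R 4.3.3. Genes with more than 10 counts in at least 4 of the 8 libraries of a table were tested, scaled by TMM. Each table was fitted once with its 4 groups of 2 libraries. TT-seq contrasts and the RA by depletion interaction, which is the RA effect in dTAG minus that in DMSO, used the quasi-likelihood test, with genes called at an adjusted p under 0.05 and an absolute log2 change above 0.5. RNA-seq contrasts used glmTreat against a fold change of 1.5 with an adjusted p under 0.01. All adjusted p-values are after Benjamini and Hochberg. Values per library are CPM, counts scaled to library totals with TMM,, given as mean ± SD of the 2 libraries of a group, and intervals and floors cover counting error only. A gene without counts in a group is given as a bound against 3 counts over the group. The tested genes numbered 17870 in TT-seq, 13925 in the RNA-seq time course and 15915 in the RA table, with a common biological coefficient of variation of 17.2%, 3.65% and 5.92%.

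Gene lists were tested with camera at its preset correlation of 0.01, adjusted over all lists and contrasts of a table, and for the difference between 24 h and 2 h over its lists alone, with fry and camera with an estimated correlation beside it. The lists were the mitochondrial ribosome, nuclear subunits of oxidative phosphorylation (OXPHOS), genes encoded by mitochondrial DNA (mtDNA), cytosolic ribosomal proteins, mitochondrial tRNA synthetases, pluripotency genes, RA response genes, ATF4 targets and p53 targets, all from symbols or general knowledge. Further lists held 7 mitochondrial examples and 2 track examples that the study showed, and the 7 viewpoints of 4C. The symbol pattern of the tRNA synthetases was narrowed after it had matched other genes. The genes named are Zfp143, the study's examples and viewpoints in TT-seq, the extremes of the mtDNA list, Cyp26a1, Rarb, Nanog and Pou5f1 in the RA table, Ddit3, Asns, Trib3 and Cdkn1a for the hypotheses, and per contrast the 3 called genes with the greatest decrease and the 3 with the greatest increase. These had to have a mean count of at least 100 and both treated libraries on the same side of both control libraries. Cldnd1, CT010467.1 and Lars2 were added after values had been seen.

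A gene was taken as bound where a ZFP143 peak overlapped the window from 2000 bp upstream to 1000 bp downstream of the start of one of its transcripts (TSS), with the peak centre within 2000 bp of the TSS, for protein-coding and long non-coding genes. Bound shares were compared between called and not called tested genes with a 2-sided Fisher exact test, adjusted over 22 tests, and carry 95% Wilson intervals. Peak overlap was compared with 1000 circular shifts of the ZFP143 peaks within chromosomes. The SBS motif ACTACAATTCC and the CTCF core CCACCAGGGGGC were searched on both strands with at most 2 mismatches, in peaks and in windows of the same length 5000 bp downstream.

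For 4C, the signal within 1 Mb of a viewpoint was summed in windows of 20 kb, leaving out 20 kb on each side of the viewpoint, scaled to the same total in each library and compared as log2 values with a pseudocount of 1 by limma, over the 686 windows of all viewpoints together. Whole reads were recovered from the deposited values, with 100.0% of 75497 values near viewpoints within 0.1 reads of a whole number. Shares of signal at peaks were compared with exact 2-sided permutation tests, for which 2 against 2 libraries cannot give a p under 0.333.

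Same-numbered TT-seq libraries deviated from their group means together, with correlations across genes from 0.19 to 0.63 in all 6 pairs of groups, so the replicate numbers paired the TT-seq libraries, and counts from a fit with the replicate as a block are given beside the others where they differ by more than 1.5 times. This pairing was read from the values, since no label names it. Contrasts against the same DMSO libraries share the chance values of those libraries, so their correlations are given beside those from simulated independent libraries without any change. For TT-seq, where libraries shared deviations, a value chosen after the data were seen is added, the correlation of the same contrasts made of differences between replicates, which hold no change between groups.

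The tests were run on data with 200 genes shifted by a log2 of 2. They found 168 of these in TT-seq at 2 h with 11 calls among the unchanged genes, 187 in RNA-seq at 24 h, 186 before RA and 185 for RA in DMSO with 0 such calls each, and 181 for the interaction with 8. In 4C, 86.5 of 200 windows shifted by a log2 of 1 were found on average, with 3.05 wrong calls. Alternatives were another scaling, another count filter or none, DESeq2 1.42.0, the libraries of a contrast alone, the replicate as a block, and leaving out each library in turn, where the library left alone in its group is assumed to vary like the others, and for peaks and 4C other windows, overlaps, mismatches, pseudocounts and scalings. Tests, thresholds, lists, the rule for named genes and most alternatives were fixed before the data were examined, and alternatives chosen later are named where they are reported. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 was used for peaks and 4C sums.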

Results

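The 3 count tables held 8 libraries each, in 4 groups of 2. In TT-seq the total counts were 9721568 and 13255099 in DMSO, 12887432 and 16532077 after 2 h of dTAG, 13235340 and 12297363 after 6 h, and 9790432 and 12852755 after 24 h. In the RNA-seq time course they were 12132490 and 15316700 in DMSO, 12496700 and 10989976 after 24 h, 12017276 and 10760455 after 48 h, and 10261851 and 13873422 after 72 h. In the RA table they were 22431442 and 20874911 in DMSO, 21650358 and 13890761 in DMSO after RA, 20820746 and 27089033 in dTAG, and 17165955 and 17514391 in dTAG after RA. The ZFP143 list held 3189 peaks with a median length of 401 bp and a median enrichment of 20.8-fold over input, from 3.64 to 345, and the CTCF list held 22314 peaks with a median length of 228 bp. The 28 libraries of 4C came from 7 viewpoints in DMSO and after 6 h of dTAG, with 2 replicates each, and held between 53823 and 908200 recovered reads, with a median of 372953.

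TT-seq asked which genes changed transcription soon after ZFP143 was lost. After 2 h, 435 genes were called lower and 30 higher by edgeR, out of 17870. After 6 h the counts were 506 lower and 71 higher, and after 24 h 730 lower and 361 higher. With the replicate as a block, the fit called 662 lower and 87 higher at 2 h, 956 and 359 at 6 h, and 1214 and 1009 at 24 h, and these included all genes of the former calls. Without 2 h replicate 1 or 2 the calls at 2 h were 102 or 105 lower and 11 or 10 higher, and without DMSO replicate 2 187 and 12. Without 1 of their 4 libraries they were 109 to 310 lower and 8 to 41 higher at 6 h, and 339 to 476 and 106 to 166 at 24 h, over 1.5 times fewer without each library. Testing every gene without a count filter gave 774 lower and 162 higher at 2 h. Of the genes lower at 2 h, 375 were also lower at 24 h, against a mean of 8 when the changes were simulated as unrelated in independent libraries with the same shared controls. The changes at 2 h and 6 h correlated across genes with r = 0.874, against 0.516 in simulated independent libraries without change and 0.819 from differences between replicates, so the greater part of this correlation can arise from deviations that the libraries share. Those at 2 h and 24 h correlated with r = 0.602 against 0.509 and 0.425, where genes are not independent replicates.

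**Figure D1:**
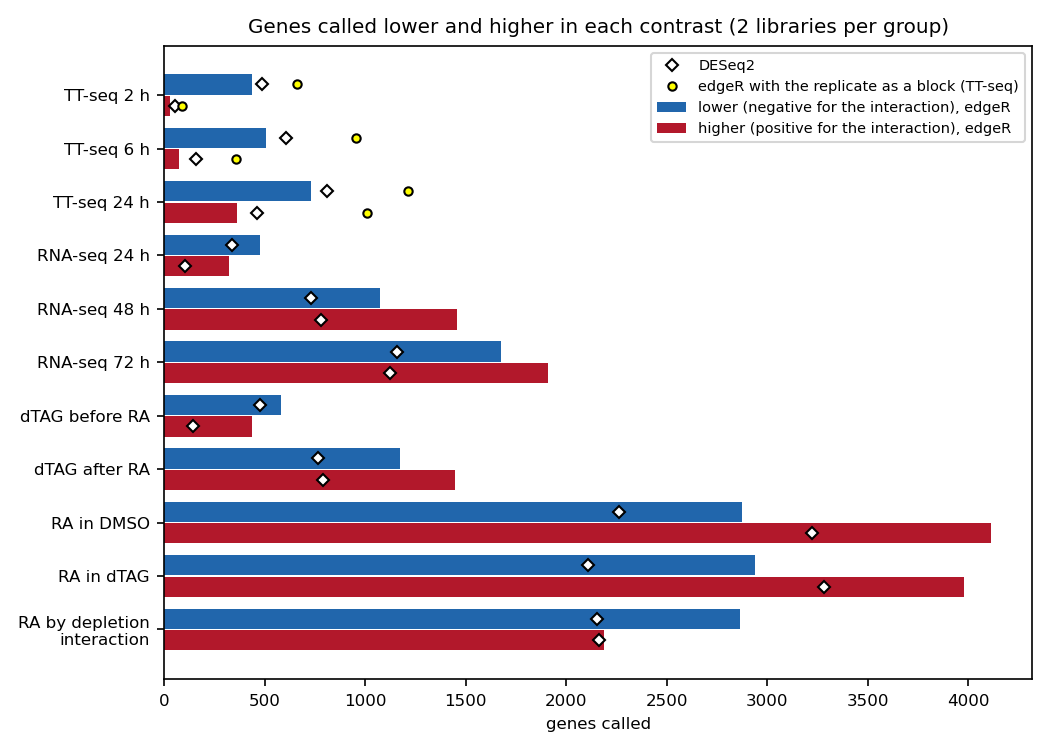
Number of genes called lower (blue bars) and higher (red bars) in each contrast, with the counts of DESeq2 (diamonds) and, for TT-seq, of the fit with the replicate as a block (circles). The bars of TT-seq grew from 435 lower and 30 higher at 2 h to 730 lower and 361 higher at 24 h.

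The greatest decreases at 2 h among genes that met the rule were those of Usp40 (1, 87945119 to 88008551), which fell from 51.4 ± 5.62 to 1.39 ± 0.163 CPM (n = 2 and 2) with a log2 change of -5.19 and an adjusted p of 1.68e-04 in edgeR, of Rbm41 on X with -4.66 and of Zfp111 on 7 with -4.40. The greatest increases were those of the antisense gene 1700034P13Rik (1, 9747648 to 9791924), from 3.04 ± 1.09 to 20.2 ± 1.90 CPM with a log2 change of 2.71 and an adjusted p of 0.00121 in edgeR, of Gm13778 on 2 with 2.29 and of Ttc41 on 10 with 2.03. At 6 h the same genes led in another order, Usp40 with -5.67, Zfp111 with -4.67 and Rbm41 with -4.59, and 1700034P13Rik with 2.78, Ttc41 with 2.36 and Gm13778 with 2.04. At 24 h the greatest decreases were those of Mpi with -6.26, Zfp111 with -5.93 and Usp40 with -5.90, and the greatest increases those of Trim66 with 2.77, Adtrp with 2.52 and 1700034P13Rik with 2.51. Both treated libraries of each of these genes lay beyond both DMSO libraries. The call of Adtrp was lost when DMSO replicate 2 (1.97) or 24 h replicate 1 (1.67) was left out, and that of Gm13778 at 6 h when 6 h replicate 2 was left out (1.96). The transcript of Zfp143 itself (7, 110061217 to 110095394) rose, with log2 changes of 1.17, 1.16 and 1.19 at 2, 6 and 24 h, from 72.9 ± 2.25 CPM in DMSO to 164 ± 1.78 at 2 h, in 2 of 2 libraries each.

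All of the 7 mitochondrial examples had a negative log2 change at 2 h in 2 of 2 libraries, and Ndufab1 (-0.84), Mtrf1 (-1.44) and Dnm1l (-0.58) were called. Adjusted over the list alone, all 7 were lower. Since the study chose these examples on the same samples, this is not independent evidence. Tufm (-0.69), Tfam (-0.58), Coa3 (-1.31) and Cyc1 (-0.92) were not called at 2 h, with adjusted p-values in edgeR of 0.13, 0.0601, 0.0699 and 0.0556, and Tfam, Coa3 and Cyc1 were called with the replicate as a block. At 6 h Ndufab1 (-0.75), Tufm (-0.88), Coa3 (-2.13), Mtrf1 (-1.74) and Cyc1 (-1.09) were called, and Tfam (-0.46) and Dnm1l (-0.42) were not, and 5 were lower adjusted over the list alone. Of these calls at 6 h, those of Ndufab1 (-0.86 to -0.62), Tufm (-1.01 to -0.76) and Cyc1 (-1.19 to -0.98) were lost without any 1 of the 4 libraries, that of Coa3 without DMSO replicate 2 (-2.13) or either 6 h library (-1.86 and -2.44), and that of Mtrf1 without either 6 h library (-1.62 and -1.87). At 24 h Ndufab1 (-0.79), Coa3 (-1.35), Mtrf1 (-2.24), Cyc1 (-1.08) and Dnm1l (-0.61) were called, and Tufm and Tfam were called with the block. Of these calls at 24 h, that of Coa3 was lost with DESeq2 and without any 1 of the 4 libraries, those of Ndufab1 and Dnm1l without DMSO replicate 2 or either 24 h library, and that of Cyc1 without DMSO replicate 1 or 24 h replicate 1. The calls of Ndufab1 and Dnm1l at 2 h were lost without DMSO replicate 2 (-0.70 and -0.43) or without either 2 h library (-0.68 and -1.01 for Ndufab1, -0.56 and -0.58 for Dnm1l), and that of Mtrf1 without any 1 of the 4 libraries (-1.67 to -1.23). Of the 2 track examples, Rpp30 fell by 3.71 on the log2 scale at 2 h and was called. The other track example, Pomgnt2, was not tested in TT-seq, and in RNA-seq at 24 h both were called lower. Among genes at 4C viewpoints, Rbm41 and Zfp111 were lower as above, and Prmt6 (-2.01), Cpox (-2.90) and Cldnd1 (-1.98) were called lower at 2 h, whereas the control Sik1 was not (0.09, adjusted p 0.914 in edgeR, above both DMSO libraries in 1 of 2). Of the 5 listed viewpoint genes tested, 4 were lower, and 4 adjusted over the list alone. The calls of Prmt6 (-2.01, -1.98 and -1.65 without DMSO replicate 1, DMSO replicate 2 and 2 h replicate 2), Cpox (-2.83 and -2.98 without 2 h replicate 1 and 2) and Cldnd1 (-1.80, -1.93 and -2.02 without DMSO replicate 2, 2 h replicate 1 and 2) were lost when those libraries were left out.

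Among the gene lists, the mitochondrial ribosome, the nuclear OXPHOS subunits and the cytosolic ribosomal proteins were lower at 2 h by camera, with median log2 changes of -0.25, -0.25 and -0.24 and adjusted p-values of 3.07e-08, 1.79e-09 and 2.11e-10, below the DMSO mean in 2 of 2 libraries. Of their 78, 81 and 83 tested members, 7, 9 and 3 were called lower, and 8, 12 and 5 adjusted over the list alone. These lists were lower at 6 h and 24 h too, with medians of -0.32, -0.28 and -0.49 at 6 h and -0.17, -0.18 and -0.40 at 24 h. The mtDNA list was not lower at 2 h (-0.07, adjusted p 0.655) or at 6 h (0.12, adjusted p 0.174), and was lower at 24 h (-0.75, adjusted p 7.55e-14, in 2 of 2 libraries). Its 9 tested genes ranged from -1.07 for mt-Nd5 to -0.56 for mt-Nd6 at 24 h, with 7 called and 9 adjusted over the list alone. Of the called genes, mt-Rnr1, mt-Nd1 and mt-Nd2 were not called without DMSO replicate 1 or either 24 h library, mt-Nd4 was not without 24 h replicate 1, and mt-Nd2 was not with library size alone either. The difference between 24 h and 2 h, tested for all lists in the same fit, was -0.74 for the mtDNA list (adjusted p 6.29e-21). ATF4 targets were higher at 2, 6 and 24 h (0.38, 0.25 and 0.43, adjusted p 5.01e-04, 0.0384 and 7.84e-06), with 0, 0 and 2 genes called and 0, 0 and 6 adjusted over the list alone. Without DMSO replicate 2 the ATF4 list was not past the threshold at 2 h (0.61), at 6 h (0.65) and at 24 h (0.063), and at 6 h also without 6 h replicate 2 (0.31). The mitochondrial tRNA synthetases (adjusted p 0.359 at 2 h), pluripotency genes (0.528), RA response genes (0.485) and p53 targets (0.554) did not differ by camera at 2 h, nor at 6 h or 24 h. Some of these results turned on 1 library, as RA response genes were lower at 2 h without DMSO replicate 1 (0.0225) and higher at 24 h without DMSO replicate 2 (0.0173) or 24 h replicate 1 (0.00704), p53 targets were lower at 2 h without 2 h replicate 2 (0.0445) and at 6 h without 6 h replicate 2 (0.0463) and higher at 24 h without DMSO replicate 2 (0.031), and the mtDNA list was higher at 6 h without DMSO replicate 1 (0.0365). For the pluripotency list the median (-0.02) and the mean (0.10) differed in sign at 2 h, as they did at 6 h. With fry, only the mtDNA list at 24 h held in TT-seq (adjusted p 0.0284), and with an estimated correlation none of the lists did.

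**Figure D2:**
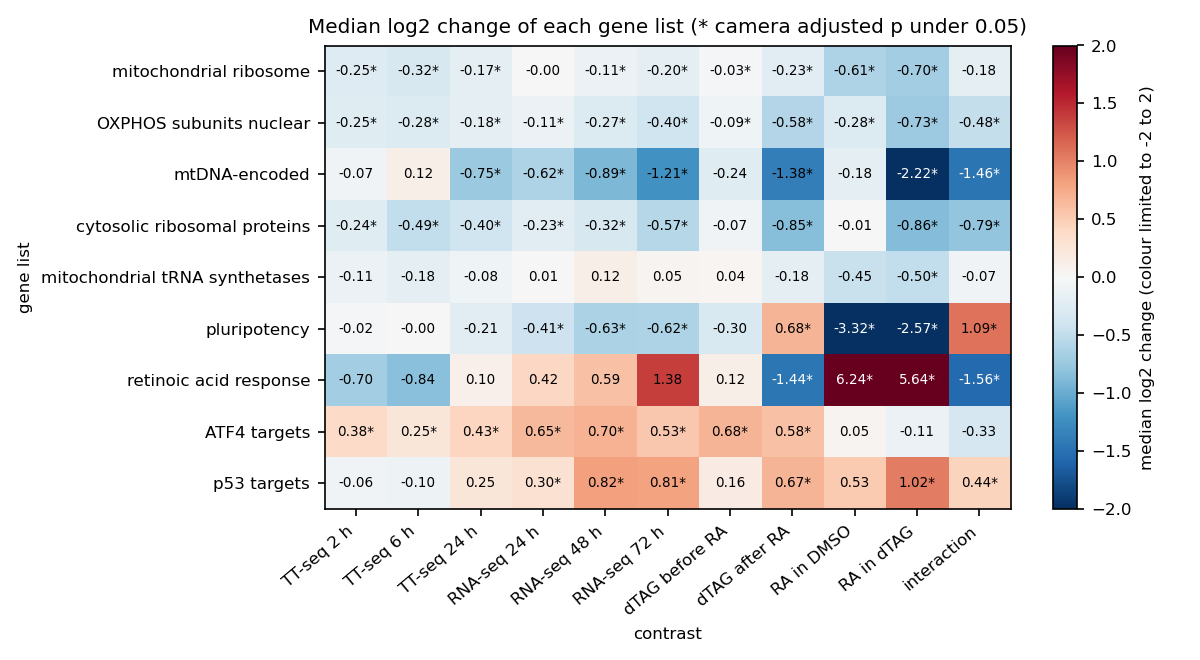
Median log2 change of each gene list (vertical axis) in each contrast (horizontal axis), with the value printed in each field and an asterisk where the adjusted p of camera was under 0.05. The mtDNA list moved from -0.07 at 2 h to -0.75 at 24 h in TT-seq.

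The RNA-seq time course asked how steady-state RNA changed over 3 days of depletion. At 24 h, 475 genes were called lower and 323 higher (213 without DMSO replicate 2) out of 13925, at 48 h 1073 and 1456, and at 72 h 1677 and 1912. With library size alone as the scaling, the median of all genes moved to 0.15, 0.21 and 0.23, and the calls split into 385 lower and 495 higher at 24 h, 698 and 2047 at 48 h, and 1109 and 2736 at 72 h. The thresholds used for TT-seq moved the first result most, to 1187 lower and 1591 higher at 24 h. Of the genes lower at 24 h, 428 were lower at 48 h, against a mean of 24.8 with unrelated changes. At 24 h the greatest decreases were those of Mpi (9, 57544256 to 57552763), from 68.1 ± 2.05 to 1.22 ± 0.469 CPM with a log2 change of -5.81 and an adjusted p of 1.53e-20 in edgeR, of Pycard with -4.64 and of Ifrd2 with -4.57, and the greatest increases those of Trim66 with 4.25, Ubap1l with 2.84 and Ddit3 with 2.32. At 48 h they were Mpi with -6.55, Pycard with -4.83 and Bckdk with -4.57, and Prph with 5.64, Trim66 with 5.50 and Col4a1 with 4.73. At 72 h they were Mpi with -6.57, St3gal2 with -5.89 and Lhpp with -5.45, and Prph with 6.57, Gpnmb with 5.60 and Cdh4 with 5.59. For each of these genes 2 of 2 treated libraries lay beyond both DMSO libraries. Zfp143 rose by a log2 of 1.09, 1.11 and 1.30.

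In the RNA-seq time course the mtDNA list was lower at 24, 48 and 72 h (medians -0.62, -0.89 and -1.21, adjusted p 5.22e-07, 4.81e-06 and 1.42e-07), as were the nuclear OXPHOS subunits (-0.11, -0.27 and -0.40), the cytosolic ribosomal proteins (-0.23, -0.32 and -0.57) and the pluripotency genes (-0.41, -0.63 and -0.62), each in 2 of 2 libraries per time point. The mitochondrial ribosome did not pass at 24 h (-0.00, adjusted p 0.129) and was lower at 48 h (-0.11, adjusted p 0.0137) and 72 h (-0.20, adjusted p 0.00289). With library size alone its median was positive at 24, 48 and 72 h (0.13, 0.09 and 0.02), as was that of the OXPHOS subunits at 24 h (0.02), below the median of all genes in each case. Of the members, 2, 5 and 6 were called lower in the mtDNA list, and 2, 5 and 7 adjusted over the list alone. ATF4 targets were higher at 24, 48 and 72 h (0.65, 0.70 and 0.53, adjusted p 6.03e-18, 1.22e-10 and 3.81e-06, in 2 of 2 libraries), with 6, 10 and 9 genes called higher and 9, 10 and 9 adjusted over the list alone. The p53 targets were higher too (0.30, 0.82 and 0.81, adjusted p 0.0017, 1.87e-10 and 3.24e-07), with 1, 11 and 9 called and 1, 11 and 10 adjusted over the list alone. RA response genes (adjusted p 0.123, 0.0951 and 0.0904, and 0.0489 at 72 h without 72 h replicate 1) and tRNA synthetases (0.731, 0.871 and 0.769) did not differ by camera, and for the latter median and mean differed in sign at 24, 48 and 72 h. All of these calls held with fry, whereas with an estimated correlation only the pluripotency list at 24, 48 and 72 h (adjusted p 0.046), ATF4 targets at 24 h (0.0475) and p53 targets at 48 h (0.046) and 72 h (0.0475) did.

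The RA experiment asked whether cells without ZFP143 responded to a differentiation signal. Before RA, 583 genes were called lower and 436 higher in dTAG than in DMSO out of 15915 (277, 245 and 229 higher without DMSO replicate 1, DMSO replicate 2 and dTAG replicate 2), and after RA 1171 and 1449. With RA and its medium, 2877 genes were lower and 4113 higher in DMSO, and 2939 lower and 3980 higher in dTAG. With library size alone the median of all genes moved to between 0.20 and 0.39, and the calls split into 481 lower and 626 higher before RA, 762 and 2089 after RA, 1710 and 5164 for RA in DMSO, and 1518 and 5447 for RA in dTAG. The RA effect itself differed between conditions at 2863 genes with a more negative and 2186 with a more positive effect in dTAG, at 2404 and 2538 with library size alone, at 2156 and 2163 with DESeq2, and at 2414 and 2328 or 2341 and 2331 without dTAG RA replicate 1 or 2. Across the 6990 genes called for RA in DMSO, the slope of the RA effect in dTAG on that in DMSO was 0.80, and 70.1% had a smaller absolute change in dTAG. Choosing genes by their change in DMSO favours a smaller change in dTAG, so this share does not show a weaker response. Over all tested genes the slope was also 0.80, though error in the DMSO change lowers such a slope too. On log2 CPM of the 500 most variable genes, the first component held 90.2% of the variance and separated libraries by RA, the second held 6.96% and separated dTAG from DMSO, and the third held 1.88%. Component values over all tested genes (79.2%, 12.8% and 4.99%) moved these shares most.

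Before RA the greatest decreases were those of Mmachc (4, 116702279 to 116708406), from 57.1 ± 1.22 to 0.242 ± 0.173 CPM with a log2 change of -7.94 and an adjusted p of 5.85e-17 in edgeR, of Usp40 with -6.76 and of Zfp111 with -6.67, and the greatest increases those of Ttc41 with 3.78, Trim66 with 3.68 and B4galnt2 with 3.06. After RA they were Mmachc with -6.25, Zc4h2 with -5.87 and 1500009C09Rik with -5.36, and Cyp1a1 with 5.92, Cd80 with 4.55 and Dyrk4 with 4.44. Zfp143 was higher before (1.36) and after RA (1.38). In DMSO, the log2 change with RA was -8.68 for Tdh, -7.50 for Spic and -7.39 for Gm14820, and RA raised Cyp26a1 at least 3260-fold, Hoxb1 at least 1740-fold and Hoxb8 at least 554-fold, since these had 0 counts before RA and 3 counts over the group were set as the floor. These genes were taken by fitted values, which depend on the prior count at 0 counts, and Hoxb2 rose from 1 to 2277 counts. In dTAG the greatest decreases by fitted values were those of Gm33027, at least 197-fold, Gm27234 with -7.60 and Lefty2 with -7.31, and the greatest increases by fitted values those of Hoxb1, at least 365-fold, Csn3, at least 195-fold, and Hoxb3, at least 146-fold. Their rank depends on the prior count, and Cyp26a1 rose from 2 to 2489 counts and Hoxb2 from 1 to 815. After RA, Cyp26a1 reached 268 ± 31.1 CPM in DMSO and 59.1 ± 4.44 in dTAG, a log2 difference of -2.18 (adjusted p 4.11e-12 in edgeR, below in 2 of 2 libraries). Rarb was lower in dTAG after RA (-0.95, adjusted p 0.00748 in edgeR), a call that was lost with other scalings (-0.93 with size factors of DESeq2 and -0.74 with library size), and without DMSO RA replicate 2 (-0.71) or either dTAG RA library (-0.88 and -0.98). Nanog (0.22) and Pou5f1 (-0.07) did not differ between dTAG and DMSO after RA (adjusted p 1 in edgeR for both), and fell with RA in both conditions (-4.15 and -3.63 for Nanog, -1.82 and -1.83 for Pou5f1).

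In the RA table, before RA the mitochondrial ribosome (median -0.03, adjusted p 0.00206) and OXPHOS subunits (-0.09, adjusted p 6.82e-04) were lower in dTAG by camera and ATF4 targets higher (0.68, adjusted p 1.78e-08), whereas the mtDNA list (-0.24, adjusted p 0.139), cytosolic ribosomal proteins (-0.07, adjusted p 0.181), pluripotency genes (-0.30, adjusted p 0.0613), RA response genes (adjusted p 0.422), p53 targets (0.265) and tRNA synthetases (0.920) did not pass. Without DMSO replicate 2 the mtDNA list passed (0.00502), and without dTAG replicate 2 the pluripotency list (0.0453). With library size alone the medians of the first 2 lists were positive (0.10 and 0.04) and below that of all genes (0.20). After RA, cytosolic ribosomal proteins (-0.85, adjusted p 5.12e-36), mtDNA genes (-1.38, adjusted p 4.57e-12), OXPHOS subunits (-0.58, adjusted p 1.14e-13), the mitochondrial ribosome (-0.23, adjusted p 0.00203) and RA response genes (-1.44, adjusted p 1.93e-08) were lower in dTAG than in DMSO, and pluripotency genes (0.68, adjusted p 5.61e-05), p53 targets (0.67, adjusted p 2.27e-08) and ATF4 targets (0.58, adjusted p 0.00667) higher, each in 2 of 2 libraries. Of these, 46, 8, 22, 7 and 9 members were called lower and 7, 7 and 7 higher, and 50, 8, 22, 7 and 10 lower and 7, 7 and 7 higher adjusted over the list alone. The tRNA synthetases did not differ after RA (adjusted p 0.712). With RA and its medium, the pluripotency list fell in DMSO (-3.32, 15 of 15 genes called) and in dTAG (-2.57, 15 of 15). The RA response list rose in DMSO (6.24, 14 of 15 called) and dTAG (5.64, or 5.33 with genes at their bound, 14 of 15). The part of RA in these changes cannot be told apart from that of the change of medium, because no library had the medium without RA. With RA the mitochondrial ribosome fell in DMSO and dTAG (-0.61 and -0.70, adjusted p 4.77e-06 and 3.10e-07). With RA in dTAG the mtDNA list (-2.22, adjusted p 4.97e-07), cytosolic ribosomal proteins (-0.86, adjusted p 6.36e-14) and OXPHOS subunits (-0.73, adjusted p 4.21e-08) were lower by camera. The p53 targets were higher (1.02, adjusted p 1.42e-06 by camera), and these calls held with library size alone. This contrast sets 48 h of depletion against 24 h, so these changes also hold longer depletion. In the RNA-seq time course without RA the p53 median was 0.30 at 24 h and 0.82 at 48 h. The mtDNA median there was -0.62 and -0.89. In dTAG the tRNA synthetases fell (-0.50, adjusted p 0.0335) but did not pass with library size alone (0.0765). In DMSO the mtDNA list (adjusted p 0.133), cytosolic ribosomal proteins (0.623), tRNA synthetases (0.0769) and p53 targets (0.0545) did not pass, but without DMSO RA replicate 2 the mtDNA list (0.0173) and p53 targets (0.0456) did, the latter also with library size alone (0.0178), and ATF4 targets passed in neither condition (0.620 and 0.754). For the OXPHOS subunits the decrease in DMSO (-0.28, adjusted p 0.0126) was not past the threshold with library size alone (0.0732, with a median of 0.04 against 0.35 for all genes). These calls held with fry, and with an estimated correlation none did. For ATF4 targets with RA in dTAG the median (-0.11) and mean (0.23) differed in sign.

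A set of 353 genes was bound at the promoter, lower at 2 h in TT-seq and tested in both RNA-seq tables. Their median log2 change in dTAG was -1.41 before RA and -0.80 after RA, with a slope of the change after RA on that before RA of 0.539, and 198 of them were called for a positive interaction and 16 for a negative one. In the RNA-seq time course their medians were -1.23, -1.18 and -1.17 at 24, 48 and 72 h. This set was chosen after values had been seen.

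**Figure D3:**
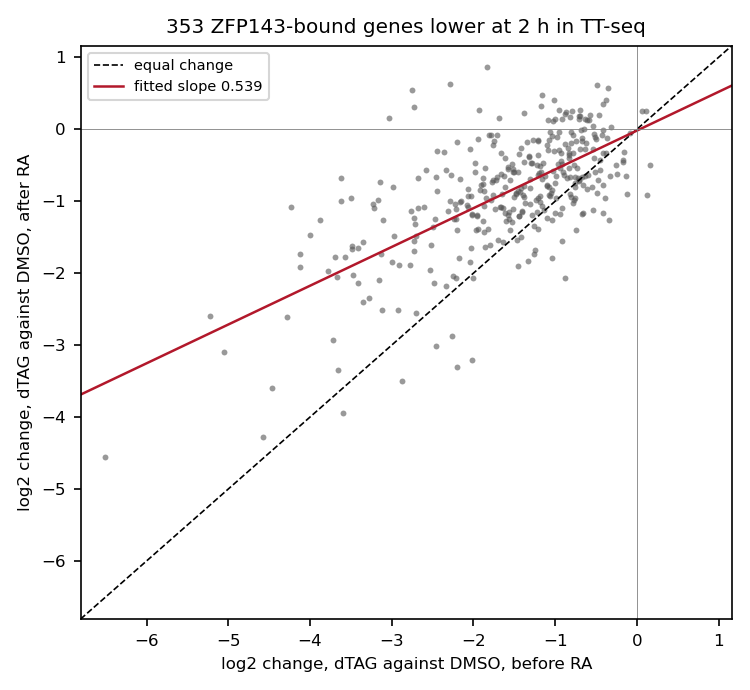
Log2 change in dTAG against DMSO after RA (vertical axis) and before RA (horizontal axis) for the 353 genes bound by ZFP143 and lower at 2 h in TT-seq, 1 point per gene. The fitted line (red) has a slope of 0.539, and the dashed line marks equal change.

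Contrasts without a common library were compared across genes, where genes are not independent replicates. The changes of TT-seq and RNA-seq at 24 h correlated with r = 0.746 and a Spearman rho of 0.607 over 12885 genes, and 326 genes were lower in both, 88 higher in both and 0 in opposite directions. Over the 1240 genes called in either contrast this r was 0.894, the alternative that moved it most. RNA-seq at 24 h and dTAG before RA, which are separate experiments with the same length of depletion, correlated with r = 0.807 and rho = 0.739 over 13782 genes, with 392 genes lower in both and 173 higher in both. RA in DMSO and RA in dTAG correlated with r = 0.869 and rho = 0.829 over 15915 genes, with 39 genes called in opposite directions. The changes in dTAG before and after RA correlated less, with r = 0.390 and rho = 0.340 over 15915 genes. For this pair 301 genes were lower in both, 144 higher in both and 32 in opposite directions.

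The peak lists asked where ZFP143 sat and whether it shared sites with CTCF. Of the ZFP143 peaks, 221 (6.93%, 6.10% to 7.86%) overlapped a CTCF peak by at least 1 bp, against a mean of 20.2 for shifted peaks and a highest value of 39 in 1000 shifts, so that 0 of 1000 shifts reached the observed count, and 0.995% of CTCF peaks overlapped a ZFP143 peak. The requirement of centres within 100 bp moved this share most, to 2.45%. Shifted peaks do not stay at promoters, where 63.0% of ZFP143 peaks lay. A common preference of both factors for such regions could therefore give the excess over shifts, which does not test sharing beyond it. The SBS motif matched 43.0% of ZFP143 peaks and 12.3% of their downstream windows with at most 2 mismatches, and 28.4% and 0.564% with at most 1. The CTCF core matched 41.7% of CTCF peaks and 2.62% of windows. In CTCF peaks the SBS motif matched 9.77% against 6.30%, and in ZFP143 peaks the CTCF core matched 9.06% against 3.79%. Of the ZFP143 peaks 2009 (63.0%) lay at a promoter, 571 of them at the promoters of at least 2 genes, and 2534 genes were bound, 2213 protein-coding and 321 long non-coding.

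Of the genes lower at 2 h in TT-seq for which binding could be assigned, 387 of 413 (93.7%, 90.9% to 95.7%) were bound, against 12.5% of genes not called, an odds ratio of 105 (adjusted p 8.43e-297 in the Fisher exact test over 22 tests). Of the genes higher at 2 h, 24 of 30 (80.0%, 62.7% to 90.5%) were bound, a share of 41.2% without DMSO replicate 1 and of 52.4% with the replicate as a block. At 6 h 89.5% of genes lower and 37.5% of genes higher were bound, the latter 88.9% or 87.5% without 6 h replicate 1 or 2, 21.8% with DESeq2 and 16.4% with the block. At 24 h 76.9% of genes lower and 8.72% of genes higher were bound, and the latter share did not differ from the 12.1% of genes not called (adjusted p 0.0706), nor did it without DMSO replicate 1 (17%) or 24 h replicate 2 (14.1%), but it lay below with the replicate as a block (6.96%). In RNA-seq the bound share of lower genes was 78.6%, 46.4% and 32.9% at 24, 48 and 72 h, and that of higher genes 10.0%, 6.15% and 6.13%, with 13.8%, 14.4% and 15.1% among genes not called. Before RA it was 80.6% of lower and 7.84% of higher genes, and after RA 36.1% and 6.35%. The share of higher genes before RA did not differ from genes not called without any 1 of the 4 libraries (10.1% to 12.1%), and with calls of DESeq2 it was 16.4%. Genes with a more positive RA effect in dTAG were bound in 27.0% and genes with a more negative one in 8.39%, against 14.2% of genes not called. Genes higher with RA were bound less often than genes not called in DMSO (5.87% against 18.6%) and dTAG (10.2% against 17.047%), whereas genes lower with RA did not differ (18.0% and 15.8%, adjusted p 0.492 and 0.159). Of all 2323 bound genes tested in TT-seq, 16.7% were lower at 2 h and 22.0% at 24 h. Bound genes whose peaks matched the SBS motif were lower at 2 h in 21.8% (19.5% to 24.2%), those without in 11.5% (9.77% to 13.5%). Bound genes with peaks overlapping CTCF were lower in 13.9% (9.41% to 19.9%), which is within the sampling error of 16.9% for those without. The promoters of Usp40, Rbm41, Zfp111, Mpi, Mmachc, 1700034P13Rik, Gm13778 and Ttc41 were bound, and those of Trim66 and Zfp143 were not. Among marker genes, those of Nanog, Rarb, Ddit3 and Trib3 were bound, and those of Pou5f1, Cyp26a1, Asns and Cdkn1a were not. The peak nearest to a Zfp143 TSS (7, 110094061 to 110094360) lay 2582 bp from the start of an internal transcript, within the 3' end of the gene and far from its 5' start, with an enrichment of 9.10-fold, an overlap with a CTCF peak and no match to the SBS motif.

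**Figure D4:**
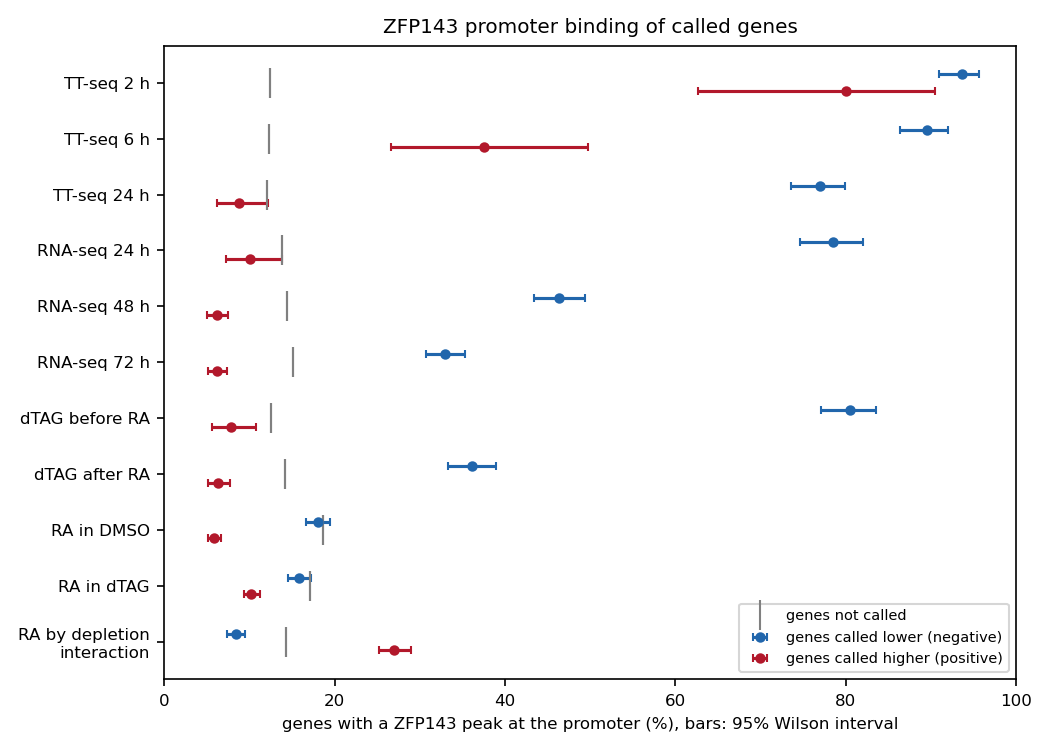
Share of genes with a ZFP143 peak at the promoter (horizontal axis, percent) among genes called lower (blue) and higher (red) in each contrast, with 95% Wilson intervals, and among genes not called (grey bars). Lower genes were bound in 93.7% at 2 h in TT-seq and in 32.9% at 72 h in RNA-seq.

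The 4C libraries asked whether contacts of genes changed after 6 h of depletion, with Sik1 as a control whose promoter was not bound. The promoters of Cldnd1, Prmt6, Rbm41 and Zfp111 were bound, whereas the peak nearest to Cpox was that of Cldnd1, 12736 bp away. The viewpoint labelled Cldn1 lies within Cldnd1 (16, 58727910 to 58734251), not at the gene Cldn1, and it is taken here as Cldnd1. Of 686 windows, limma called 0 lower and 1 higher, with 38 at an unadjusted p under 0.05, and edgeR on the recovered reads called 0 in either direction, with 42 at an unadjusted p under 0.05. The called window lay 970 kb upstream of the Zfp108 viewpoint, had no signal in either DMSO library and a mean over the 4 libraries of 224 in the scaled signal (adjusted p 1.59e-06 in limma, 0.513 in edgeR), in 2 of 2 dTAG libraries. It was named after its values had been seen. Windows of 2 Mb on each side moved the count most, to 2 lower and 2 higher. The windows joining Cldnd1 and Cpox changed by a log2 of -0.36 seen from Cldnd1 and -0.20 seen from Cpox (adjusted p 0.826 for both in limma), below both DMSO libraries in 2 of 2. Adjusted over the 4 windows that join viewpoints alone, an adjustment chosen after the values had been seen, the values in limma were 0.0126 and 0.102, and 0.00588 for both with windows of 50 kb, and the former was 0.0904 without DMSO replicate 2 (-0.31). The windows joining Zfp111 and Zfp108 changed by 0.05 seen from Zfp108 and 0.10 seen from Zfp111, and with windows of 50 kb by -0.08 and 0.16, of which the increase passed over the 4 windows (adjusted p 0.0205 in limma). Seen from Zfp108 the change was also negative with windows of 10 kb (-0.21) and without DMSO replicate 1 (-0.0398) or dTAG replicate 1 (-0.0607), and it was 0.141 without DMSO replicate 2 and 0.1619 without dTAG replicate 2. The median standard error of a log2 change was 0.34, and of windows shifted by a log2 of 1 in simulated data 86.5 of 200 were found on average, so changes of this size were missed in most windows. The mean absolute log2 difference between conditions was 0.90 to 1.27 times that between replicates, with the highest value for Zfp108. With 2 against 2 libraries no exact permutation test of shares of signal at peaks can pass, and by chance 1 in 3 such comparisons separates the conditions. Windows with a ZFP143 peak held less of the signal in both dTAG than in both DMSO libraries at Cpox, Zfp108 and Zfp111, with windows of 10, 20 and 50 kb, and at Rbm41 with 50 kb (-0.849 percentage points), and more at Cldnd1 with 50 kb (0.124). Windows with a CTCF peak separated the conditions at Cpox (0.29), Rbm41 (0.92), Zfp108 (1.374) and Zfp111 (-1.824) with 20 kb, at Rbm41 and Zfp111 in the same directions with 50 kb, and at Prmt6 alone (0.23) with 10 kb. The greatest difference was at Zfp108, where windows with a ZFP143 peak held 42.3% of the signal in DMSO and 39.3% in dTAG.

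**Figure D5:**
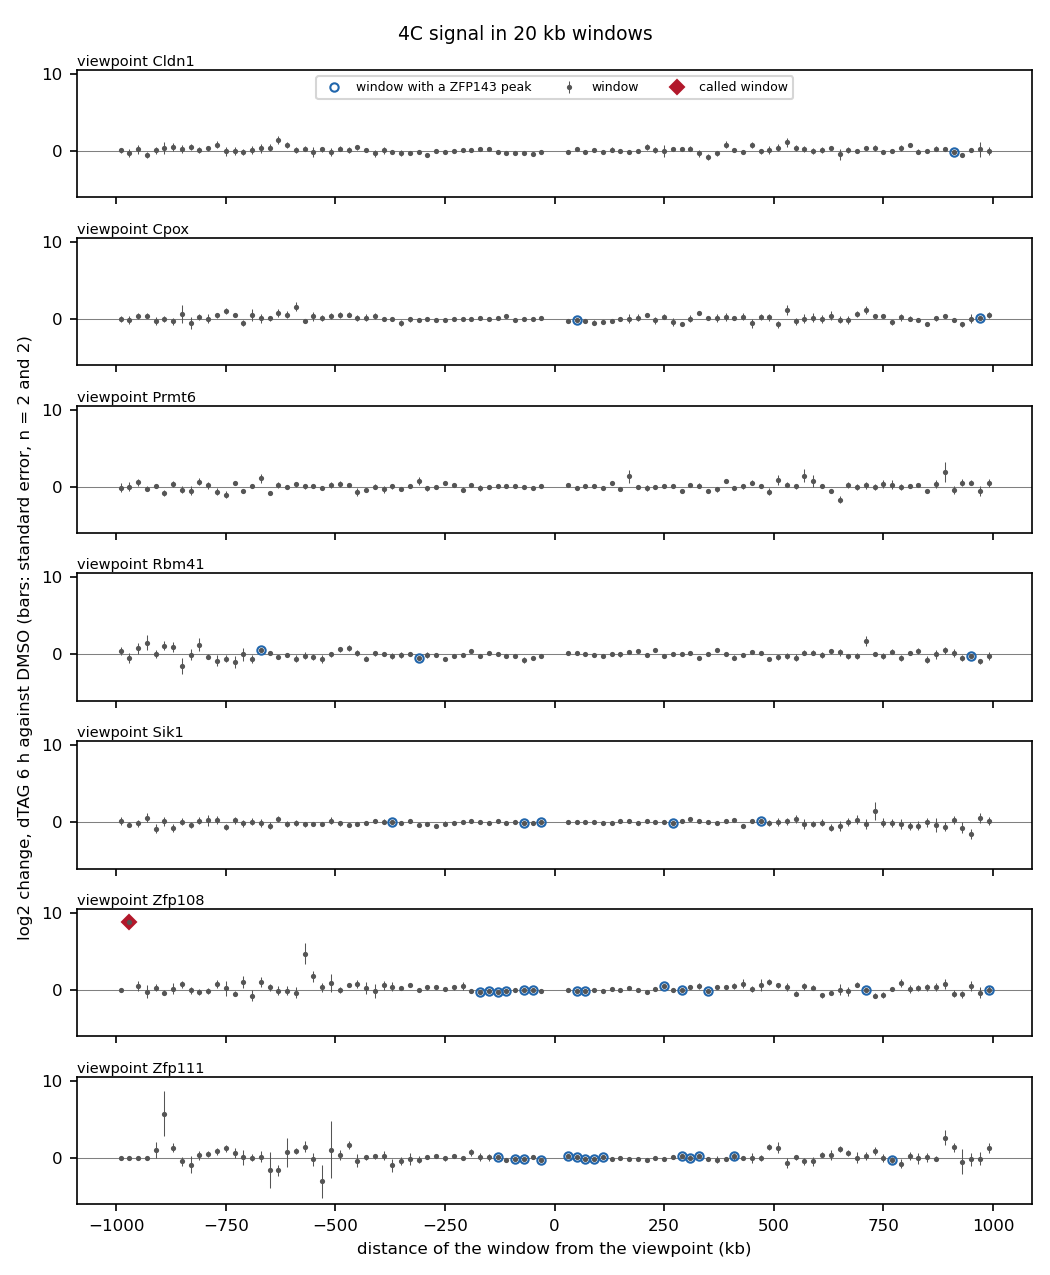
Log2 change of the 4C signal after 6 h of dTAG against DMSO (vertical axis, bars are standard errors) in windows of 20 kb by distance from each of 7 viewpoints (horizontal axis, kb), with windows that hold a ZFP143 peak circled. A single window, at -970 kb from Zfp108, was called (diamond).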

Values the study reported

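In TT-seq, the study reported 617 genes with lower transcription at the first time point, a number that rose to 1,052 over the time course. It reported 293 genes with higher transcription within 6 h and 693 after 24 h. Of the genes with lower transcription at 2 h, 85% were reported to have ZFP143 at the promoter. For genes with higher transcription the study reported a lack of such binding and took their increase as indirect. The study reported the SBS motif in 95% of ZFP143 peaks and 2,226 bound genes, 1975 of them protein-coding and 251 non-coding, from 1846 peaks assigned to promoters, of which 375 lay at bidirectional promoters. In the RNA-seq time course it reported 440 differentially expressed genes at 24 h, 338 of them lower, 1,514 at 48 h and 2,290 at 72 h. In the RA experiment, the first principal component was reported to hold 83% of the variance, separating cells by RA, and the second 14%, separating them by depletion.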

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

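The tests of library preparation, of scaling and of longer depletion were chosen only after the result was seen, and the others before.

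The effect of RA differed between depleted and control cells in a test of the interaction, at 2863 genes with a more negative and 2186 with a more positive effect in dTAG. With all libraries thinned to the lowest depth the interaction was called at 4616 genes, and with library size alone at 4942, against 5049, so depth and scaling of libraries did not account for the number. The split depended on the scaling, with 2404 negative and 2538 positive for library size alone and 2156 and 2163 with DESeq2, and on single libraries, with 2414 and 2328 without dTAG RA replicate 1 and 2341 and 2331 without dTAG RA replicate 2, so an excess of negative differences is not claimed. Of the named genes, Usp40 (4.12), Cyp1a1 (4.99), Cd80 (4.26), Nanog (0.52) and Cdkn1a (1.73) had a positive difference in log2 and Hoxb8 (-5.83), 1500009C09Rik (-4.83), Enpp1 (-4.75), Rarb (-1.82) and Ddit3 (-1.12) a negative one. Hoxb8 had 0 counts before RA in DMSO and Enpp1 had 1, so their fitted differences depend on the prior count. The call of Nanog was lost with DESeq2 (0.60), without a count filter (0.47), with the filter of edgeR (0.49) and without all libraries in turn except DMSO replicate 2, dTAG RA replicate 2 and DMSO RA replicate 1 (0.20 to 0.54). The call of Rarb was lost without DMSO replicate 1 (-1.76), DMSO replicate 2 (-1.88) or dTAG replicate 2 (-1.19), and that of Hoxb8 without the same libraries (-5.84, -5.86 and -5.06). Depleted RA libraries had also been depleted for longer, so the difference over the whole set of genes holds both.

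Among lists the interaction was negative for nuclear OXPHOS subunits (adjusted p 1.1e-07, median -0.48), mtDNA genes (6.99e-11, -1.46), cytosolic ribosomal proteins (2.89e-35, -0.79) and RA response genes (0.00341, -1.56), and positive for pluripotency genes (5.56e-10, 1.09) and p53 targets (2.6e-06, 0.44). Called members were 39, 8, 69 and 7 negative, and 11 and 7 positive, and adjusted over the list alone 39, 8, 69 and 8, and 11 and 7. The mitochondrial ribosome (0.592), tRNA synthetases (0.725) and ATF4 targets (0.107) did not differ, the last of which passed without DMSO replicate 2 (0.00502) or DMSO RA replicate 2 (0.0456). These calls held with fry and not with an estimated correlation, where the adjusted p-values were 0.246 to 0.527. For p53 targets longer depletion cannot be told apart, since their median was 0.30 at 24 h and 0.82 at 48 h in RNA-seq without RA. The medians of mtDNA genes (-0.62 and -0.89) and OXPHOS subunits (-0.11 and -0.27) also moved in the direction of their interaction. Those of pluripotency genes (-0.41 and -0.63) and RA response genes (0.42 and 0.59) moved the other way. For cytosolic ribosomal proteins, genes matched on GC content and exon length had a median interaction of -0.147 against -0.789, which argues against GC content and gene length as the whole cause. Pseudogenes of ribosomal proteins fell as well, with a median of -0.478 and 62 of 80 below 0, which argues against reads moving from the genes to processed pseudogenes. From 24 h to 48 h of depletion without RA the list changed by a median of -0.075 in RNA-seq (-0.14 to -0.007 between pairs of libraries), which argues against longer depletion as the whole cause. A lower expression of ribosomal protein genes in depleted cells after RA may therefore be biological, as a hypothesis.

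The changes between 2 h and 24 h of dTAG in TT-seq were tested as a difference and passed for mtDNA genes (adjusted p 6.29e-21, median -0.74), cytosolic ribosomal proteins (8.42e-05, -0.15), RA response genes (0.00468, 1.49), ATF4 targets (0.0411, 0.08) and p53 targets (0.00862, 0.29). Only the mtDNA list passed without each library in turn, with a largest adjusted p of 8.91e-12, so no single library made it. The other lists did not pass without 2 h replicate 2 (0.087, ribosomal proteins), without 24 h replicate 2 (0.37, RA response), without 2 h replicate 1 or 24 h replicate 1 (0.33 and 0.67, ATF4 targets) and without the same libraries (0.28 and 0.061, p53 targets). ATF4 targets did not pass with the replicate as a block either (0.06). The mitochondrial ribosome (0.116), OXPHOS subunits (0.920), tRNA synthetases (0.459) and pluripotency genes (0.102) did not differ between 2 h and 24 h. Without 2 h replicate 2 the mitochondrial ribosome (3.43e-04) and OXPHOS subunits (0.0115) passed with an increase, and without 2 h replicate 1 OXPHOS subunits passed with a decrease (0.0362). With fry only the mtDNA list passed (0.0127), and with an estimated correlation none did (0.0808 for mtDNA). In the fit with the block, nuclear genes matched to the mtDNA genes on GC content and exon length changed by a median of 0.12, which argues against GC content and gene length. The mtDNA list was also lower at 24 h in RNA-seq (5.22e-07), which argues against TT-seq library preparation. In the other RNA-seq experiment at the same length of depletion the list did not pass (-0.24, adjusted p 0.139 by camera, 0 of 9 genes called, below DMSO in 2 of 2 libraries), with 0.00502 without DMSO replicate 2 and 0.908 without DMSO replicate 1, and the difference between the experiments was not tested. A late decrease of mitochondrial transcripts after the loss of nuclear mitochondrial genes is a candidate explanation, as a hypothesis found on the same data.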

How the results depend on the processing

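Of the recounts of called genes 214 stayed within 1.5 times and 68 moved further, and of the bound shares 215 kept direction and side of the threshold. Of named gene results 2348 kept their call, 119 lost it, 48 gained it and 3 reversed. Of list tests that had passed, 537 kept it, 89 lost it and 1 reversed. The cause was not tested except where fewer libraries or other thresholds make it plain.

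Without a count filter TT-seq gave 774 lower and 162 higher at 2 h, 980 and 338 at 6 h, and 1178 and 1025 at 24 h. The replicate as a block gave 662 and 87, 956 and 359, and 1214 and 1009. In TT-seq it also brought calls of Tfam, Coa3 and Cyc1 at 2 h and of Tufm, Tfam, mt-Rnr2, mt-Nd6, Trib3 and Ddit3 at 24 h, the bound share of genes higher at 24 h (6.96%, an alternative chosen after seeing the data), and the loss of ATF4 targets between 2 h and 24 h (0.06), and it changed no other call there. DESeq2 gave 52 higher at 2 h and 157 at 6 h, and the 4 libraries of a contrast alone gave 37 higher at 6 h, and 284 lower and 51 higher at 24 h, with fewer libraries to estimate the spread.

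In RNA-seq the thresholds of TT-seq, which ask for less, gave 1187 lower and 1591 higher at 24 h, 2352 and 2944 at 48 h, 3066 and 3398 at 72 h, 1342 and 2302 before RA, 2966 and 3333 after RA, and 4508 and 4725 lower for RA in DMSO and dTAG. Library size alone gave 495 higher at 24 h, 698 lower at 48 h, 1109 lower at 72 h, 762 lower after RA, and 1710 and 1518 lower for RA in DMSO and dTAG. DESeq2 gave 102, 780 and 1123 higher at 24, 48 and 72 h, 143 higher before RA, and 765 lower and 789 higher after RA. The worst-case null of glmTreat, chosen after seeing the data, gave 248 higher before RA. In these tables replicate numbers did not pair libraries (correlations of deviations -0.0419 to 0.0621 in the time course and -0.0986 to 0.125 in the RA table), and the replicate as a block kept every count within 1.5 times and changed 1 call, that of Cyp26a1 for the interaction, which it gained.

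Without each library in turn, where a lone library is assumed to vary like the others, the counts at 2 h ranged from 102 to 292 lower and from 10 to 35 higher, moved by all but DMSO replicate 1, and at 6 h from 109 to 310 and from 8 to 41 and at 24 h from 339 to 476 and from 106 to 166, moved by each library. RNA-seq at 24 h ranged from 213 to 245 higher, moved without DMSO replicate 2, and dTAG before RA from 229 to 295 higher, moved without DMSO replicate 1 or 2 or dTAG replicate 2, with a bound share of 10.1% to 12.11% that passed in none of these fits. CT010467.1 in RNA-seq ranged from -2.836 to 0.1218 at 24 h, from -2.7108 to 0.247 at 48 h and from -2.7246 to 0.2332 at 72 h, reversed without DMSO replicate 1, the library with most of this sequence. For ATF4 targets in TT-seq at 6 h the adjusted p ranged from 7.1e-08 to 0.65 and the direction reversed without DMSO replicate 2.

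With fry the lists passing in TT-seq fell from 10 lower and 3 higher to 1 and 0, and with an estimated correlation to 0 and 0. With an estimated correlation 3 of 14 lower and 3 of 6 higher were left in RNA-seq, and 0 of 20 and 0 of 9 in the RA table.

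The bound share of genes higher at 24 h in TT-seq passed with 5 kb on each side (9.59%) and with protein-coding genes (6.43%), and that of genes higher at 24 h in RNA-seq with 1 kb (9.4%), 5 kb (10.66%) and protein-coding genes (8.33%). Before RA the share of higher genes did not pass with the 1588 peaks above the median enrichment (6.89%) and reversed with DESeq2 (16.43%), and the share of genes lower with RA in dTAG passed with those peaks (10.67%). The ZFP143 peaks overlapping CTCF were 5.613% over the greater part of the shorter peak, 2.446% with centres within 100 bp and 8.312% of the peaks above the median enrichment, and the CTCF peaks 0.798%, 0.35% and 0.596%. With at most 1 mismatch the SBS motif matched 28.44% of ZFP143 and 0.71% of CTCF peaks, and the CTCF core 1.13% and 13.59%.

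For 4C, windows of 10 kb gave 1 lower and 2 higher, windows within 2 Mb 2 and 2, the replicate as a block 2 higher (correlations of deviations -0.103 to 0.302), the block with crossed numbers for Prmt6, chosen after seeing the data, 0 lower and 2 higher, and windows of 50 kb, those within 500 kb, leaving out means under 100 and edgeR, chosen after seeing the data, 0 higher. Without each library 1 to 2 were higher, 2 without DMSO replicate 1. The library with the fewest reads, DMSO replicate 2 of Prmt6, held 53823, which limits what single windows show.

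The first 3 components held 79.15%, 12.809% and 4.991% over all tested genes and 84.681%, 12.199% and 2.752% with VST of DESeq2, and 89.008% to 91.554%, 5.764% to 8.339% and 1.491% to 2.028% without each library, chosen after seeing the data like the following. The r of TT-seq and RNA-seq at 24 h was 0.894 over called genes and 0.6642 to 0.7412 without each library, moved by all but RNA-seq 24 h replicate 2, that of RNA-seq at 24 h and before RA 0.9277 and 0.7556 to 0.8065, moved by all but dTAG replicate 1 before RA, that of RA in DMSO and dTAG 0.854 to 0.868 without each library, moved by replicate 1 of DMSO before and after RA, and the slope of the RA effect 0.7484 to 0.8318, moved without either DMSO library before RA.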

Other observations

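The tests of longer depletion, RA induction, compression, return of ZFP143, a slow secondary response, shared processing and ribosomal carry-over were chosen only after the result was seen, and the others before.

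The 353 bound genes lower at 2 h had a smaller depletion effect after RA, with a slope of 0.539 on the effect before RA, between 0.526 and 0.542 without each library in turn, 0.521 with DESeq2 and 0.476 with library size alone. Longer depletion alone would have lowered the slope of 48 h on 24 h in RNA-seq, which was 0.995 (0.981 to 1.003 without each library). Induction by RA in all cells would have raised these genes in DMSO, where their median change with RA was -0.156, against 0.033 for all tested genes. With library size alone the median of all tested genes was 0.352, so the sign of -0.156 may depend on the scaling. The value therefore shows only that these genes did not rise relative to other genes, and induction in absolute terms is left open. Unbound genes called higher before RA kept a slope of 0.434 and the 119 called lower 0.401, below the range of the bound genes, while unbound genes higher at 24 h in RNA-seq kept 0.537, within it, although their change had grown from 24 h to 48 h without RA with a slope of 1.351, so a general compression of changes after RA cannot be told apart from a change at bound genes, because the choices of comparison genes differ in these slopes and in their change without RA. A partial return of ZFP143 protein in the RA medium cannot be told apart either, since the Zfp143 transcript, with an interaction of 0.018 and a standard error of 0.126, is a single gene without a peak in its promoter window.

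The Zfp143 transcript was higher after depletion in every contrast of dTAG against DMSO. A slow secondary response would have grown over time, but the change from 2 h to 24 h in TT-seq was 0.02 with a standard error of 0.105. Loss of autoregulation at a bound promoter might explain the increase, and it cannot be told apart from other causes, because no peak lay in a promoter window of Zfp143, and the nearest, within the 3' end of the gene and 2582 bp from the start of an internal transcript, overlapped a CTCF peak and was far from the 5' start.

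The decrease at 2 h of bound genes was not confined to genes with few counts, since 18.6% of genes lower at 2 h lay in the lowest tercile of expression and 17.5% with the replicate as a block. Bound genes with a higher peak enrichment tended to fall more, with a Spearman rho of -0.198 over 2323 genes and of -0.14, -0.243 and -0.219 within terciles of expression, and 4.97%, 13.6%, 19.6% and 28.6% were lower by quartile of enrichment. Whether binding strength sets the size of the decrease cannot be told apart from other properties of these promoters, because the relation was weak and differed between terciles.

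Genes higher at 2 h were bound with an odds ratio of 28.1 (Fisher exact p 6.09e-17), as repression by ZFP143 at their own promoter would predict. A lower gene lay within 10 kb of 6.67% of them, 2 of 30, and of 3.06% of genes not called (odds ratio 2.26, Fisher exact p 0.234), which argues against loss of transcription of a neighbouring gene for most of them. The bound share of genes higher at 2 h, 80.0%, was 41.2% without DMSO replicate 1 and 52.4% with the replicate as a block, so its size is uncertain. Direct repression could give these values, as a hypothesis, and no test separated it from use of another promoter. The paper instead read the increase as indirect, from a lack of binding at promoters of higher genes and their late response. Here the bound share of higher genes was 80.0% at 2 h, 37.5% at 6 h and 8.72% at 24 h. Any direct repression would therefore concern the few genes higher early.

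ATF4 targets were higher at 72 h in RNA-seq (adjusted p 3.81e-06), but were already past the threshold at 2 h in TT-seq (5.01e-04 by camera, 0.414 by fry, 0.61 without DMSO replicate 2), so a late integrated stress response cannot be told apart from an early change by these libraries. Trib3 rose at 24, 48 and 72 h in RNA-seq (1.13, 1.57 and 1.77) and so did Ddit3 (2.32, 3.09 and 2.96), whereas Asns did not (0.20, 0.01 and -0.17). The promoters of Trib3 and Ddit3 were bound by ZFP143 and that of Asns was not. A direct effect of the loss on Trib3 and Ddit3 can therefore not be told apart from a stress response. A late p53 response was in line with the p53 targets at 72 h (3.24e-07), although Cdkn1a itself was not higher in the time course (-0.48, -0.17 and 0.11) and was higher only after RA (1.11). Camera with an estimated correlation gave 0.0475 for p53 targets and 0.137 for ATF4 targets at 72 h.

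Same-numbered TT-seq libraries deviated together, most in DMSO with 24 h (0.631) and 2 h with 6 h (0.546). After a smooth fit on gene length the first correlation was 0.628, and after one on GC content 0.632, which argues against either as the cause of the correlation. The difference between the 2 DMSO libraries did itself follow GC content (Spearman rho 0.421) and, less so, gene length (-0.144). Shared processing of these pairs of groups could explain the pattern, since the highest correlation between the pairs was 0.3, but no label names a batch, so it cannot be told apart from other causes and no biological explanation was tested.

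The ribosomal sequence CT010467.1 held 3.59% of counts in RNA-seq DMSO replicate 1 and 0.472% to 0.716% in the other libraries of the time course. Lars2, which shares ribosomal sequence, was at 4210 CPM in that library and at 1411 to 1740 in the others, so carry-over of ribosomal RNA in that library is a likely source, and the decrease of CT010467.1 in the time course rests on that library.

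The glmTreat test called 798 genes at 24 h in RNA-seq and DESeq2 437, a ratio of 1.83. With the worst-case null of glmTreat, an alternative chosen after seeing the data, the ratio was 1.47, so the null hypothesis of the threshold test may account for part of the difference.

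In TT-seq 71 genes were higher at 6 h and 361 at 24 h. Both are lower than the values quoted from the study above. The counts were 157 and 460 with DESeq2, 359 and 1009 with the replicate as a block and 338 and 1025 without a count filter, and the last 4 are higher than those quoted, so the direction of the gap depended on the block and the filter. In the RNA-seq time course 798 genes were called at 24 h, 1073 lower and 1456 higher at 48 h, and 1677 lower and 1912 higher at 72 h. These are higher than the values quoted from the study above. With the threshold test of DESeq2 the counts were 437 at 24 h, 729 lower and 780 higher at 48 h, and 1156 and 1123 at 72 h, so the excess at 24, 48 and 72 h depended on the test. The second component of the RA libraries held 6.96% of the variance. That is lower than the value quoted from the study above. With VST of DESeq2 it held 12.2% and the first component 84.7%, so this share depended on the transform. The SBS motif matched 43.0% of ZFP143 peaks by another search than that of the study. That share is lower than the one quoted above. Peaks at the promoters of at least 2 genes numbered 571, counted over all transcripts and without regard to strand. That is higher than the number of bidirectional promoters quoted above, which is another measure. The study filtered transcripts and resolved or discarded genes of the same strand that shared a peak.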
